A study of Mus musculus with 21 samples.

How the data were processed

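Nascent RNA was measured by BrU-seq in primary cultures of mouse cortex at day 17 in vitro. In this assay cells incorporate bromouridine into the RNA they are making, and the labelled RNA is isolated and sequenced. Per the labels' protocols, cultures from CD1 mice were preincubated for 30 min with DMSO (the solvent) or with 25 µM MM401. They then received either 40 µM bicuculline or water as its control over 1 h or 4 h, and 2 mM bromouridine was present over the last 30 min. MM401 is a peptidomimetic that blocks the interaction of the histone H3 lysine 4 methyltransferase MLL1 (gene Kmt2a) with WDR5. Bicuculline blocks GABA-A receptors and so raises the activity of the network. RNA was fragmented and sequenced as 150 bp paired-end reads, and the 3 biological replicates of each group were of mixed sex, per the labels' protocols. There were 21 libraries in 7 groups of 3, and each was placed in its group and given its replicate number from the labels. A DMSO group in water at 1 h was not analysed here.

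The values used were raw read counts per gene, as the authors deposited them, in 1 table of 24984 genes. Per the file headers the table came from featureCounts, on mouse build mm10, with the whole span of each gene as the feature, so that intronic reads counted. The aligner version, the use of strand, the treatment of reads with several positions or duplicates, and the annotation release were not stated. No normalization had been applied: the totals differed between libraries and all values were whole numbers. For 412 genes the table listed more than 1 position, and each was kept as 1 gene with its summed count. No line lacked a gene name, and no column of sample values was left unused. Because the use of strand is not stated, counts of genes that overlap another gene on either strand are uncertain, and so are counts of genes with near-identical copies.

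Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by edgeR's filterByExpr by group, with a minimum count of 10 and a minimum total of 15, which left 16784 genes. Libraries were scaled by TMM, and CPM below are the CPM values of edgeR, which are counts relative to the TMM-scaled library total. All 21 libraries entered 1 model with a mean per group and no block, fitted with edgeR's robust quasi-likelihood method. A gene was called when its Benjamini-Hochberg adjusted p-value over all genes of that comparison was under 0.05. Fold changes are log2 values with their standard errors (SE), and all tests were two-sided. There were 12 comparisons. These were bicuculline against water within DMSO (1 h and 4 h, both against water at 4 h) and within MM401 (1 h and 4 h, each against water of the same time), MM401 against DMSO in water at 4 h and in bicuculline at 1 h and 4 h, 4 h against 1 h of bicuculline within each pretreatment, 4 h against 1 h of water within MM401, and 2 interactions. An interaction is the bicuculline response under MM401 minus that under DMSO. At 4 h each response was taken against its own water group. At 1 h both responses were taken against water at 4 h.

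The groups, tests, gene lists, named-gene rule and most alternatives were fixed before the data were examined. By that rule each comparison names up to 3 genes with the largest fold change in each direction that were called, had a mean of at least 2 CPM in the higher group and had no overlap of CPM between the libraries of the groups. Unnamed predicted genes, microRNA and small nucleolar RNA genes, mitochondrial genes and ribosomal protein pseudogenes were excluded. Always named were Fos, Egr1, Arc, Npas4 and Nr4a1 (rapid activity-induced genes), Bdnf, Nptx2, Homer1 and Plk2 (delayed activity-induced genes) and Kmt2a. There were 4 fixed gene lists: rapid activity-induced genes (20 tested), delayed activity-induced genes (18), genes of synaptic scaling (21) and the H3K4 methylation machinery (16). They were written from general knowledge of the field, not from these libraries. Each was tested in each comparison with camera at its preset inter-gene correlation of 0.01, and with fry, with adjustment over all 48 pairs of list and comparison. The share of counts in genes of at least 100 kb was compared with exact permutation tests, for which 3 libraries against 3 cannot give a p-value under 0.1.

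Replicates of a group were compared first. The chi-square statistic per degree of freedom of their counts ran from 6.23 to 97.6 over the 21 pairs of replicates, so no pair agreed within sampling noise. Groups share replicate numbers in the labels. Over the 6 groups without the shallow library described in the results, 24 of 45 correlations of the deviations of same-numbered libraries from their group means were over 0.1 (median 0.112, range -0.245 to 0.293). Of the 10 pairs of groups compared, 1 had all 3 correlations over 0.1: MM401 against DMSO in bicuculline at 4 h, with 0.152, 0.117 and 0.187. The labels do not say what a number stands for.

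Alternatives tried were DESeq2 1.42.0 in place of edgeR, its size factors in edgeR, plain library size, no filter, a filter on a mean of at least 1 CPM, the replicate number as a block, an offset that removes a smooth trend of each library's log CPM (prior count 2, span 0.3) on gene length, both together, random thinning to the smallest library, fits on the groups compared alone, and fits that each left out 1 library. Further alternatives were chosen after seeing the data. They leave out each library in turn from the interaction of the long-gene share, or leave out the shallow library alone, together with another alternative, or together with replicate 1 of the DMSO group in water at 4 h.

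The steps were tested on simulated counts for 16637 genes of which 200 were changed 2-fold. The edgeR test recovered 78% of the changed genes with 2.5% false calls, and called 0 genes in a comparison without change. The interaction test recovered 59%. Smaller changes were not simulated, so these shares do not hold for them. Apart from the changed genes the simulated libraries all had the same mean composition, unlike the shallow library. DESeq2 recovered 68.5% with 7.43% false calls. A trend of 0.31 log2 units per 10-fold gene length fell to 0.012 after the length correction. GC content could not be tested without a genome sequence. Confidence intervals on shares of counts are exact Clopper-Pearson intervals and cover counting error alone. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.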

Results

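Nascent RNA of cortical cultures was compared across 7 groups of 3 libraries each, to ask how the transcriptional response to raised network activity (bicuculline) proceeds over 1 h and 4 h, and how it compares when MLL1 is inhibited with MM401. Counts in genes per library were 69883799, 84833695 and 54145035 for replicates 1, 2 and 3 of DMSO with bicuculline at 1 h, and 61879907, 75419525 and 87939384 for DMSO with bicuculline at 4 h. They were 53224745, 74898275 and 65133475 for DMSO with water at 4 h. In the MM401 groups they were 49886348, 67031569 and 67347805 with bicuculline at 1 h, 64112385, 55792879 and 64517268 with bicuculline at 4 h, and 59048836, 61234148 and 59183597 with water at 1 h. MM401 with water at 4 h had 55471272 and 56024323 in replicates 1 and 2 and 316741 counts in replicate 3, which is 0.503% of the median of the other 20 libraries. That library detected 12538 genes, against 18840 to 19277 in the others.

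**Figure D1:**
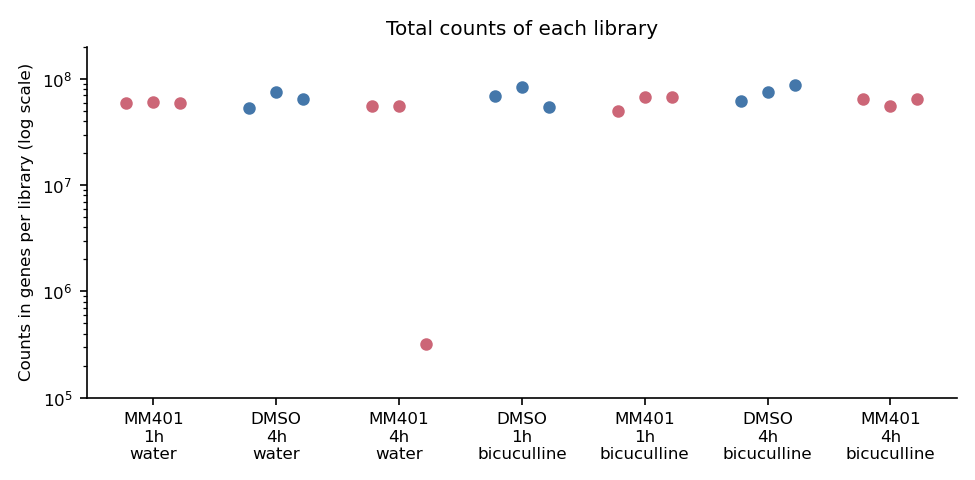
Total counts in genes of each of the 21 libraries on a log axis, by group; each point is 1 library, blue for DMSO and red for MM401. Replicate 3 of MM401 with water at 4 h holds 316741 counts, and the other 20 libraries hold 49886348 to 87939384.

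The shallow library was kept in the fits, and each count of calls is followed by the count from a fit on the other 20 libraries, an alternative that was planned for comparisons that hold this library and added after seeing the data for the rest. The common biological coefficient of variation was 11.1% with 21 libraries and 8.77% with 20, and the median SE of a log2 fold change for bicuculline at 1 h in DMSO was 0.14 and 0.11. Among the 20 deep libraries the first principal component held 37.3% of the variance and parted all 12 bicuculline libraries from all 8 water libraries. The next component held 19.4% and placed the 6 libraries with bicuculline at 1 h below the other 14.

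**Figure D2:**
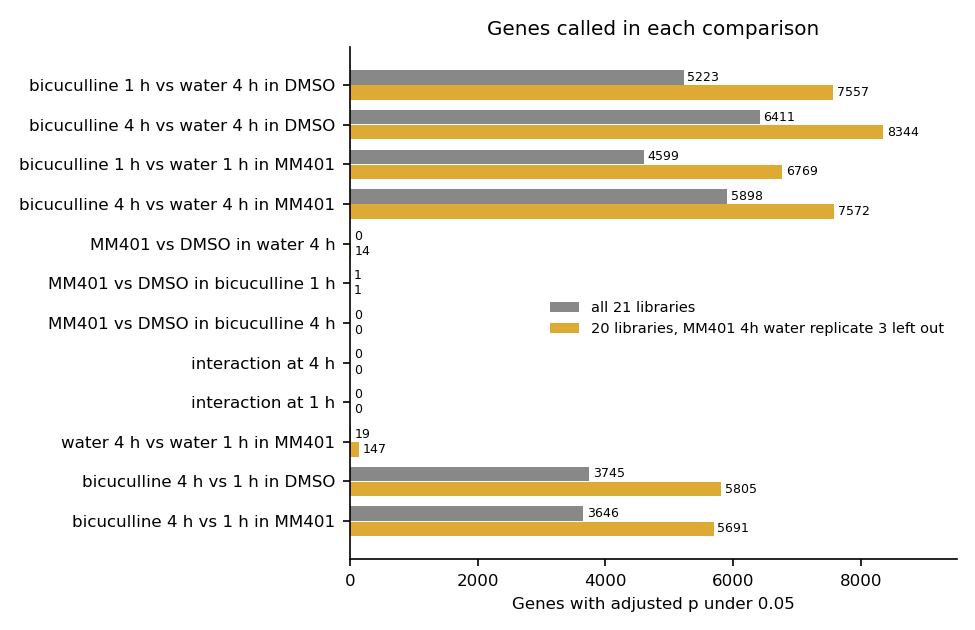
Number of genes with an adjusted p-value under 0.05 (x axis) in each of the 12 comparisons, with all 21 libraries (grey) and without replicate 3 of MM401 with water at 4 h (yellow). The bicuculline comparisons called 3646 to 6411 genes with 21 libraries, the 3 comparisons of MM401 with DMSO called 0, 1 and 0, and both interactions called 0.

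In DMSO, 1 h of bicuculline against 4 h of water called 5223 of 16784 genes (2556 higher, 2667 lower), and 7557 without the shallow library. Of the 5223, 647 changed at least 2-fold, 524 of them upward. The water libraries of this comparison are those of the 4 h time point, so that time and treatment differ together. Thinning all libraries to the smallest total moved this count most, to 242. The largest increases were those of Fosb (chromosome 7, 19302695 to 19310045), from 4.29 ± 0.676 to 238 ± 22.2 CPM (SD, n = 3), Npas4 (chromosome 19, 4984353 to 4989971), from 26.7 ± 4.31 to 586 ± 86.3 CPM, and Nts (chromosome 10, 102481755 to 102490418), from 0.794 ± 0.0913 to 15.6 ± 1.81 CPM. Their log2 fold changes were 5.79 ± 0.17 (SE, edgeR adjusted p = 1.37e-14), 4.46 ± 0.23 (4.99e-11) and 4.28 ± 0.14 (4.1e-14). The largest decreases were those of Tmem121b (chromosome 6, 120488938 to 120493807), with -1.89 ± 0.22 (2.01e-06), Emx1 (chromosome 6, 85187930 to 85204463), with -1.80 ± 0.15 (1.74e-08), and Ankrd63 (chromosome 2, 118699102 to 118703963), with -1.80 ± 0.22 (3.83e-06).

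Of the 10 genes fixed in advance, 9 rose in this comparison. Among the rapid genes, Fos (chromosome 12, 85473889 to 85477274) went from 40.7 ± 10.6 to 263 ± 32.1 CPM, with a log2 fold change of 2.69 ± 0.18. Nr4a1 (chromosome 15, 101266845 to 101274794) changed by 3.11 ± 0.15, Arc (chromosome 15, 74669080 to 74672570) by 2.81 ± 0.17 and Egr1 (chromosome 18, 34861206 to 34864956) by 1.40 ± 0.19. Among the delayed genes, Homer1 (chromosome 13, 93303756 to 93405129) changed by 2.31 ± 0.24, Bdnf (chromosome 2, 109674699 to 109727043) by 2.20 ± 0.13, Nptx2 (chromosome 5, 144545886 to 144557478) by 2.00 ± 0.13 and Plk2 (chromosome 13, 110395043 to 110400843) by 1.56 ± 0.19. Adjusted p-values of these from edgeR were at most 2.01e-05. Kmt2a (chromosome 9, 44803354 to 44881274), which encodes the target of MM401, went from 192 ± 16.8 to 222 ± 12.6 CPM, a change of 0.21 ± 0.16 that was not called (edgeR adjusted p = 0.355). With 20 libraries it was 0.19 ± 0.069 and was called (edgeR adjusted p = 0.0327), and under plain library size its sign changed, to -0.0012.

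At 4 h in DMSO, bicuculline against water called 6411 genes (2872 higher, 3539 lower), and 8344 without the shallow library. At least 2-fold changes numbered 867, with 523 upward. Nts rose to 14.7 ± 1.79 CPM, with a log2 fold change of 4.196 ± 0.14 (edgeR adjusted p = 1.16e-13). Serpinb2 (chromosome 1, 107511422 to 107525600) rose by 4.14 ± 0.28 (1.1e-09) and Inhba (chromosome 13, 16011850 to 16031609) by 3.66 ± 0.26 (1.4e-08). Inhba overlaps B230303A05Rik on the opposite strand, so its count is uncertain. The largest decreases were those of Adora2a (chromosome 10, 75316876 to 75334792), from 8.05 ± 1.89 to 1.12 ± 0.0572 CPM, with -2.85 ± 0.19 (edgeR adjusted p = 1.25e-09), Scn4b (chromosome 9, 45138623 to 45154156), with -2.33 ± 0.17 (4.18e-09), and Ankrd63, with -2.14 ± 0.22 (4.09e-07). Of the fixed genes, Npas4 was 3.41 ± 0.22, Bdnf 2.64 ± 0.13, Nptx2 1.90 ± 0.13, Nr4a1 1.85 ± 0.15, Plk2 1.27 ± 0.19, Fos 1.16 ± 0.17, Arc 1.07 ± 0.17 and Homer1 0.63 ± 0.23 higher on the log2 scale, with edgeR adjusted p-values of at most 0.0364. Egr1 was lower, at -0.62 ± 0.19 (edgeR adjusted p = 0.0141). In the fits that each left out 1 library of these groups, Homer1 was called in 1 of 6 (without replicate 1 of DMSO with water) with 0.55 to 0.75 over the 6, and Egr1 in 4 of 6 (not without replicate 3 of either group) with -0.70 to -0.49. Kmt2a was not called (0.075 ± 0.16, edgeR adjusted p = 0.756), and its sign changed under plain library size (-0.17) and under the gene length correction (-0.051).

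Under MM401, 1 h of bicuculline against 1 h of water called 4599 genes (2061 higher, 2538 lower), and 6769 without the shallow library. The largest increases were those of Fosb (5.57 ± 0.17, edgeR adjusted p = 2.26e-14), Nts (4.26 ± 0.14, 4.54e-14) and Npas4 (4.03 ± 0.22, 1.84e-10). The largest decreases were those of Emx1 (-1.97 ± 0.15, 6.46e-09), Vstm2l (chromosome 2, 157914652 to 157944719; -1.78 ± 0.12, 2.4e-09) and Dact2 (chromosome 17, 14195229 to 14203831; -1.77 ± 0.18, 3.61e-07). Fos rose from 32.1 ± 4.4 to 264 ± 36.4 CPM (SD, n = 3), by 3.04 ± 0.18 on the log2 scale. Nr4a1 rose by 2.95 ± 0.15, Arc by 2.86 ± 0.17, Homer1 by 2.65 ± 0.24, Bdnf by 1.93 ± 0.13, Egr1 by 1.66 ± 0.19, Plk2 by 1.64 ± 0.19 and Nptx2 by 1.60 ± 0.13. Adjusted p-values of these from edgeR were at most 3.71e-06. Kmt2a was not called (0.17 ± 0.16, edgeR adjusted p = 0.483), and under plain library size it was -0.051.

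At 4 h under MM401, bicuculline against water called 5898 genes (2994 higher, 2904 lower), and 7572 without the shallow library, which is 1 of the 3 water libraries here. A fit on the 2 groups alone called 826. The largest increases were those of Nts (4.27 ± 0.17, edgeR adjusted p = 4.28e-12), Serpinb2 (4.21 ± 0.34, 2.87e-08) and Fosb (3.79 ± 0.19, 1.06e-10). The rule for decreases picked Pou2f3, Agrp and Tas1r1 (chromosomes 9, 8 and 4), which rest on the shallow library. It held 29, 41 and 39 counts of them, and replicates 1 and 2 held 4 to 17. Without that library their log2 fold changes were -1.39 ± 0.65, -1.11 ± 0.43 and -0.57 ± 0.56, with edgeR adjusted p-values of 0.0757, 0.0393 and 0.423. Pou2f3 had at most 3 counts in each bicuculline library. Of the fixed genes, Npas4 rose by 3.40 ± 0.24, Bdnf by 2.49 ± 0.14, Nr4a1 by 1.96 ± 0.17, Nptx2 by 1.96 ± 0.15, Fos by 1.69 ± 0.19, Plk2 by 1.62 ± 0.20 and Arc by 1.20 ± 0.19, with edgeR adjusted p-values of at most 9.36e-05. Homer1 (0.57 ± 0.23, edgeR adjusted p = 0.0622) and Egr1 (-0.20 ± 0.20, 0.458) were not called. Homer1 was 0.81 and called without replicate 2 of MM401 with water at 4 h, and 0.33 and not called without the shallow library. Egr1 without the shallow library was -0.30 ± 0.11 and was called (edgeR adjusted p = 0.0334). Its sign changed under DESeq2 (0.055), in the fit on the 2 groups alone (0.022) and without replicate 2 of MM401 with water at 4 h (0.042). Kmt2a was 0.047 ± 0.17 with 21 libraries and -0.10 ± 0.077 without the shallow one, and was called in neither.

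Bicuculline at 4 h against 1 h called 3745 genes in DMSO (1725 higher, 2020 lower) and 3646 under MM401 (1654 higher, 1992 lower). Without the shallow library, which is in neither comparison and enters through the scaling of all libraries and the shared estimate of the spread, these were 5805 (3233 higher, 2572 lower) and 5691 (2974 higher, 2717 lower), so that the balance of directions turned. Fold changes moved up as well, for example for Fgf10 from 2.51 to 2.55 in DMSO and from 2.20 to 2.22 under MM401. The largest increases in DMSO were those of Fgf10 (chromosome 13, 118714698 to 118792573; 2.51 ± 0.16, edgeR adjusted p = 3.88e-09), Inhba (2.17 ± 0.24, 5.93e-06) and Pim1 (chromosome 17, 29490784 to 29496110; 1.94 ± 0.14, 9.49e-09). The largest decreases were those of Egr4 (chromosome 6, 85511120 to 85513589), from 37.4 ± 3.26 to 3.11 ± 0.496 CPM (-3.58 ± 0.19, 6.43e-10), Bdkrb2 (chromosome 12, 105563171 to 105593071; -2.71 ± 0.25, 2.74e-07) and C8b (chromosome 4, 104766316 to 104804548; -2.47 ± 0.18, 1.75e-08). Under MM401 they were Fgf10 (2.20 ± 0.17, 2.59e-08), Inhba (2.15 ± 0.24, 7.49e-06) and Stc2 (chromosome 11, 31359440 to 31370061; 2.04 ± 0.13, 2.68e-09) upward, and Egr4 (-2.97 ± 0.18, 2.68e-09), C8b (-2.75 ± 0.19, 7.95e-09) and LOC100043315 (-2.41 ± 0.23, 4.42e-07) downward.

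**Figure D3:**
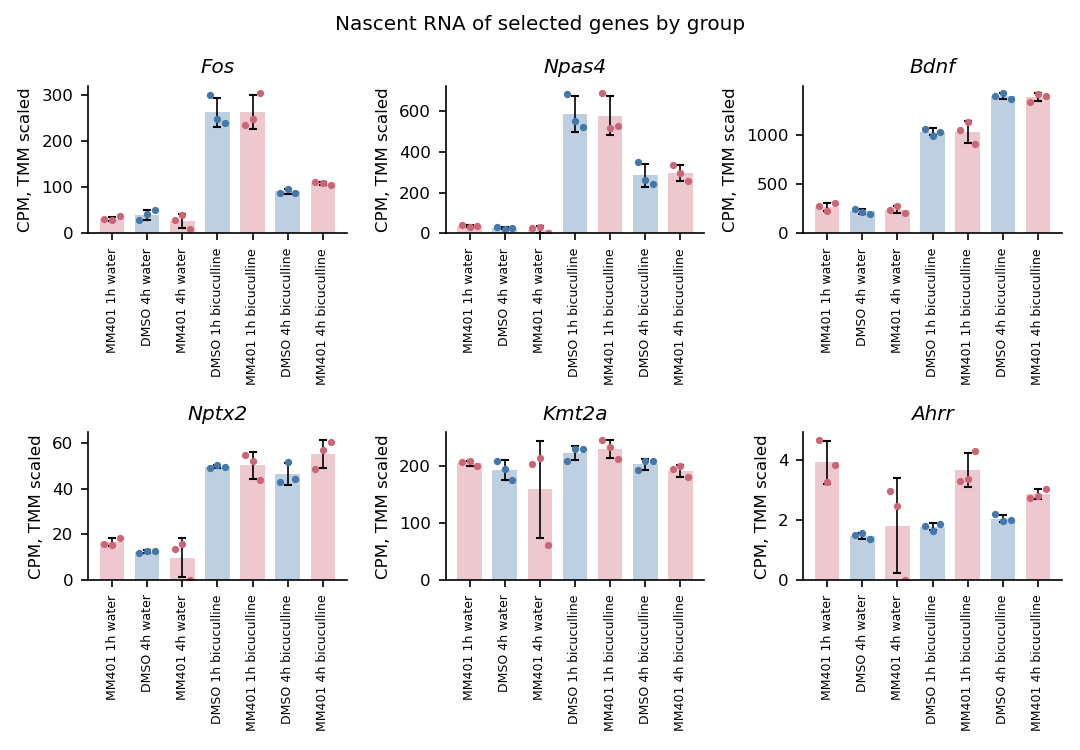
CPM (TMM-scaled, y axis) of 6 genes in each group; bars are means, error bars SD (n = 3) and points single libraries, blue for DMSO and red for MM401. The low point of MM401 with water at 4 h is replicate 3, the library of 316741 counts, and Ahrr is 3.64 ± 0.557 CPM under MM401 and 1.77 ± 0.119 in DMSO with bicuculline at 1 h.

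MM401 was then compared with DMSO directly. In water at 4 h no gene was called and 1472 had an unadjusted p-value under 0.05, against 839 that chance would give. With 20 libraries 14 genes were called, all higher under MM401, and 2194 had an unadjusted p-value under 0.05. Without replicate 1 of DMSO with water at 4 h 83 were called, and without both libraries 1272 (751 higher, 521 lower) from 2 libraries against 2. This last alternative was chosen after seeing the data and moved the count most. In bicuculline at 1 h 1 gene was called with 21 libraries and 1 with 20, and 292 and 540 had an unadjusted p-value under 0.05. This was Ahrr (chromosome 13, 74211117 to 74292331), with 3.64 ± 0.557 CPM under MM401 and 1.77 ± 0.119 in DMSO (SD, n = 3). Its log2 fold change was 1.05 ± 0.16 (edgeR adjusted p = 0.0311), and 1.07 ± 0.14 with 20 libraries (edgeR adjusted p = 0.00302), and it was higher in 3 of 3 MM401 libraries. It was not called in any of the 6 fits that each left out 1 library of these groups and kept the shallow one. In bicuculline at 4 h no gene was called with 21 libraries or with 20, and 481 and 1309 had an unadjusted p-value under 0.05. With 21 libraries the 292 at 1 h and the 481 at 4 h are under the 839 that chance would give. The few calls in bicuculline thus do not show that MM401 had no effect there. Kmt2a itself was -0.056 ± 0.17 in water at 4 h, 0.047 ± 0.16 in bicuculline at 1 h and -0.084 ± 0.16 in bicuculline at 4 h, with edgeR adjusted p-values of at least 0.939. The first of these values was 0.11 ± 0.077 without the shallow library. None of the 10 fixed genes was called in these 3 comparisons, and their log2 fold changes lay between -0.27 and 0.26.

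Whether the response to bicuculline differed under MM401 was tested as an interaction. At 4 h no gene was called and 1380 had an unadjusted p-value under 0.05. Without the shallow library no gene was called and 2552 had an unadjusted p-value under 0.05. Without replicate 1 of DMSO with water at 4 h 16 genes were called, and without both libraries 1551. At 1 h no gene was called with 21 libraries or with 20, and 858 and 1326 had an unadjusted p-value under 0.05. With water at 1 h in place of water at 4 h as the MM401 reference, 27 genes were called, but the 2 responses then had water groups of different duration. The median SE of the interaction at 4 h was 0.21 with 21 libraries.

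The sizes of the responses at 4 h were compared across genes, which are not independent replicates. Over the 8090 genes called in either arm the log2 fold changes under DMSO and MM401 had a Pearson correlation of 0.782, and the total least squares slope of MM401 on DMSO was 1.21. The direction was the same for 7747 genes (95.8%). Both arms called 4219 genes, of which 3 went in opposite directions. These were Caln1 (0.41 in DMSO, -0.48 under MM401), Pcolce2 (0.39, -0.40) and Slfn10-ps (-0.43, 0.54), named after their values were seen, and none was called in the interaction. Without the shallow library the correlation was 0.846 and the slope 1.04, over 10221 genes. The direction was then the same for 93.2% of them. Both arms called 5695 genes in that fit, of which 11 went in opposite directions. Without replicate 1 or without replicate 2 of MM401 with water at 4 h, which leaves the shallow library as 1 of 2, the correlation went down to 0.599 and the slope up to 1.94. The slope also depended on the genes chosen. Over genes called in DMSO it was 0.925 with 21 libraries and 0.920 with 20. Over genes called under MM401 it was 1.35 and 1.14, and over all tested genes 1.38 and 1.08. It thus does not settle in which arm the response was larger. The 2 responses do not share water libraries.

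**Figure D4:**
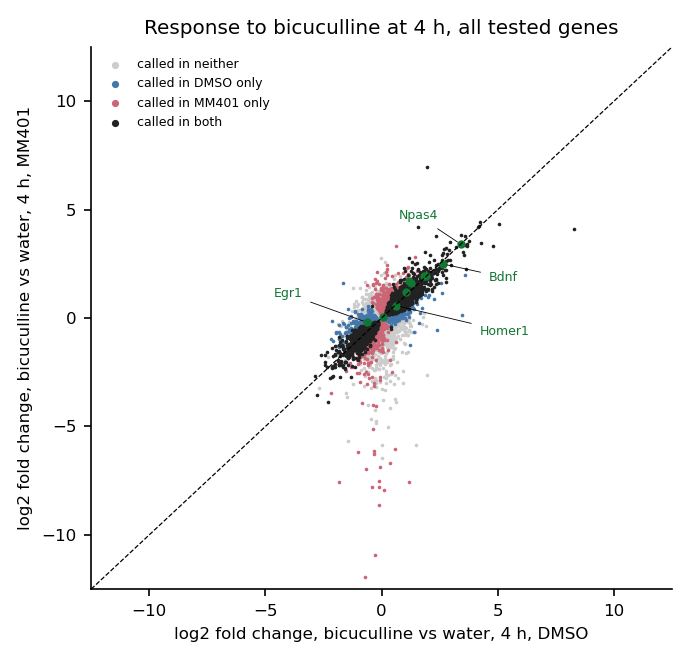
Log2 fold change of bicuculline against water at 4 h under MM401 (y axis) against that under DMSO (x axis) for 16784 genes; each point is a gene, coloured by the arm in which it was called, with the 10 fixed genes in green and the dashed line marking equal change. The correlation over genes called in either arm is 0.782, and points far below the line include Pou2f3, Agrp and Tas1r1, which rest on the shallow library.

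In MM401, water at 4 h against water at 1 h called 19 genes (2 higher, 17 lower), with 1106 at an unadjusted p-value under 0.05. With 20 libraries 147 were called (45 higher, 102 lower). The named genes were Map2k6 (chromosome 11, 110399101 to 110525522; 0.37 ± 0.070, edgeR adjusted p = 0.0426), Sgms2 (chromosome 3, 131318985 to 131344923; -1.10 ± 0.16, 0.00606), Plagl1 (chromosome 10, 13090831 to 13131694; -1.02 ± 0.15, 0.00606) and Col12a1 (chromosome 9, 79598986 to 79718722; -0.88 ± 0.13, 0.00606). The other gene that rose was L3mbtl3 (0.37, edgeR adjusted p = 0.0426), which is outside the rule and was named after its value was seen. Plagl1 overlaps Hymai on the same strand, so its count is uncertain. In the fits that each left out 1 library, Map2k6 was no longer called in 4 of 6 (0.30 to 0.42), Sgms2 in 2 (-1.17 to -1.05), Plagl1 in 2 (-1.09 to -0.93) and Col12a1 in 1 (-1.01 to -0.76), and none of the 4 was called without replicate 1 of MM401 with water at 4 h. This comparison bears on the 1 h response in DMSO, whose water libraries are those of 4 h.

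The gene lists fixed in advance were tested in all 12 comparisons. Of 48 tests, 21 had a camera adjusted p-value under 0.05 and 17 had a fry adjusted p-value under 0.05. The gene length correction moved the camera count most, to 12. With bicuculline at 1 h the 20 rapid genes had a median log2 fold change of 2.62 in DMSO and 2.71 under MM401, with 20 of 20 higher in each. At 4 h the medians were 1.10 (16 of 20 higher) and 1.30 (18 of 20). The 18 delayed genes had medians of 1.39 in DMSO and 1.08 under MM401 at 1 h, and of 1.16 and 1.32 at 4 h. From 1 h to 4 h of bicuculline the rapid list changed by -1.26 in DMSO and -1.24 under MM401, with 19 of 20 lower at 4 h in each. These 10 results passed both camera and fry. Adjusted over the list alone, 19 of the rapid genes were called at 1 h in both arms, as over all genes, and at 4 h 16 in DMSO and 17 under MM401, the same numbers as over all genes. The delayed list gave 16 at 1 h in both arms and 17 at 4 h in both arms when adjusted over the list alone, against 16 and 17 in DMSO and 16 and 16 under MM401 over all genes. From 1 h to 4 h the rapid list gave 19 in DMSO and 20 under MM401 when adjusted over the list alone, and 19 in each over all genes, and the delayed list gave 12 and 15 against 10 and 12. The synaptic scaling list gave 1, 6, 1 and 5 genes for bicuculline at 1 h and 4 h in DMSO and at 1 h and 4 h under MM401 when adjusted over the list alone, against 2, 7, 2 and 6 over all genes. The H3K4 list gave 4, 10, 7 and 6, against 4, 8, 6 and 6.

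For MM401 against DMSO the list medians were small. In water at 4 h the rapid list was at -0.15 with 18 of 20 genes lower (camera adjusted p = 8.26e-04, fry 0.127), and the H3K4 list at 0.093 with 14 of 16 higher (camera 0.0457, fry 0.0149). The rapid list reversed to 0.055 under the gene length correction. With these libraries divided 3 against 3 in other ways, its unadjusted camera p-value went down to 2.16e-11, against 2.41e-04 in the real division. For water at 4 h against 1 h under MM401 it went down to 7.41e-13, against 1.52e-04. For MM401 against DMSO in bicuculline at 4 h the real division had the smallest, 2.05e-05. In bicuculline at 1 h the synaptic scaling list was at 0.096 with 16 of 21 higher (camera 0.00687, fry 0.639). In bicuculline at 4 h the rapid list was at 0.20 (16 of 20 higher, camera 8.18e-05, fry 0.356), the delayed list at 0.098 (10 of 18 higher, camera 0.0429, fry 0.65) and the synaptic scaling list at -0.091 (17 of 21 lower, camera 0.0175, fry 0.548). The last value reversed to 0.018 under plain library size. In the interaction at 4 h the rapid list was at 0.31 (17 of 20 higher, camera 5.04e-06, fry 0.071) and the H3K4 list at -0.094 (13 of 16 lower, camera 0.0161, fry 0.00642). In the interaction at 1 h the rapid list was at 0.13 (18 of 20 higher, camera 9.7e-04, fry 0.25). In water at 4 h against 1 h under MM401 the rapid list was at -0.12 (15 of 20 lower, camera 5.62e-04, fry 0.127) and the delayed list at -0.083 (13 of 18 lower, camera 0.0141, fry 0.251). Adjusted over the list alone, 1 gene of the delayed list was called for MM401 against DMSO in water at 4 h (Acvr1c, 0.68) and 1 in water at 4 h against 1 h (Crem, -0.31), both named after their values were seen, and no gene of any list was called in these comparisons over all genes. In the fit on 20 libraries camera no longer passed 0.05 for the rapid list for MM401 against DMSO in water at 4 h (-0.12, 0.0837), in the interaction at 1 h (0.13, 0.0777) and in water at 4 h against 1 h (-0.10, 0.128), nor for the delayed list in the last comparison (-0.031, 0.781). It then passed for the synaptic scaling list in water at 4 h for MM401 against DMSO (0.088, 0.00486), in the interaction at 4 h (-0.20, 1.17e-04) and in water at 4 h against 1 h (0.051, 0.00486), where fry gave at least 0.123. In the fits that each left out 1 library camera no longer passed for the H3K4 list in water at 4 h for MM401 against DMSO in 3 of 6 (0.053 to 0.13 over the 6) and in the interaction at 4 h in 3 of 12 (-0.14 to -0.068), and for the synaptic scaling list for MM401 against DMSO in bicuculline at 1 h in 3 of 6 (0.041 to 0.15) and at 4 h in 2 of 6 (-0.14 to -0.064). The same held for the delayed list in bicuculline at 4 h in 2 of 6 (0.043 to 0.12) and in water at 4 h against 1 h in 3 of 6 (-0.26 to -0.031), and for the rapid list in water at 4 h in 2 of 6 (-0.34 to -0.090), in water at 4 h against 1 h in 1 of 6 (-0.34 to -0.026) and in the interaction at 1 h in 3 of 12 (0.047 to 0.31). In the interaction at 4 h the rapid list passed in all 12, with 0.17 without replicate 3 of DMSO with water at 4 h to 0.50 without replicate 2 of MM401 with water at 4 h. The H3K4 list passed fry but not camera with bicuculline in DMSO at 1 h (-0.10, fry 0.0148) and under MM401 at 1 h (-0.12, fry 8.6e-04) and 4 h (-0.14, fry 0.00256). The same held in the interaction at 1 h (-0.099, fry 0.0387) and at 4 h against 1 h of bicuculline in DMSO (0.025, fry 0.0135). With 20 libraries fry no longer passed in the interaction at 1 h (-0.058, fry 0.116), and it still passed in the other comparisons named here.

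The share of counts in genes of at least 100 kb, which weighs the interior of long genes, was 59.0 ± 2.77% (SD, n = 3) in DMSO with water at 4 h, 61.6 ± 0.772% with bicuculline at 1 h and 62.4 ± 0.0516% at 4 h. Under MM401 it was 59.7 ± 1.39% with water at 1 h, 58.9 ± 4.16% with water at 4 h, 62.3 ± 1.87% with bicuculline at 1 h and 60.1 ± 1.40% at 4 h. Of the 10 group differences the largest was 3.33 percentage points, for bicuculline at 4 h in DMSO (exact permutation p = 0.1, the smallest that 3 against 3 allows, adjusted p = 0.55). MM401 against DMSO in bicuculline at 4 h was -2.30 percentage points (exact permutation p = 0.1, adjusted p = 0.55). The interaction was -2.19 percentage points (exact permutation p = 0.44, adjusted p = 0.691), and without the shallow library, an alternative chosen after seeing the data, it was -4.59 (exact permutation p = 0.05). Over all 12 libraries left out in turn it ran from there to -0.952 (without replicate 1 of MM401 with water at 4 h), with -1.01 without replicate 2 of that group, -3.76 and -1.14 without replicates 1 and 3 of DMSO with water at 4 h, and -1.38 without replicate 3 of MM401 with bicuculline at 4 h. The difference for bicuculline at 4 h in DMSO ran from 2.28 to 4.90 (without replicates 3 and 1 of its water group), and that for MM401 against DMSO in bicuculline at 4 h from -2.73 to -1.50 (without replicates 1 and 3 of the MM401 group). No difference passed 0.05 after adjustment over the 11 tests. The differences that hold the shallow library changed sign without it: bicuculline at 4 h under MM401 from 1.14 to -1.26, MM401 against DMSO in water at 4 h from -0.115 to 2.29, and water at 4 h against 1 h under MM401 from -0.828 to 1.57 percentage points.

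**Figure D5:**
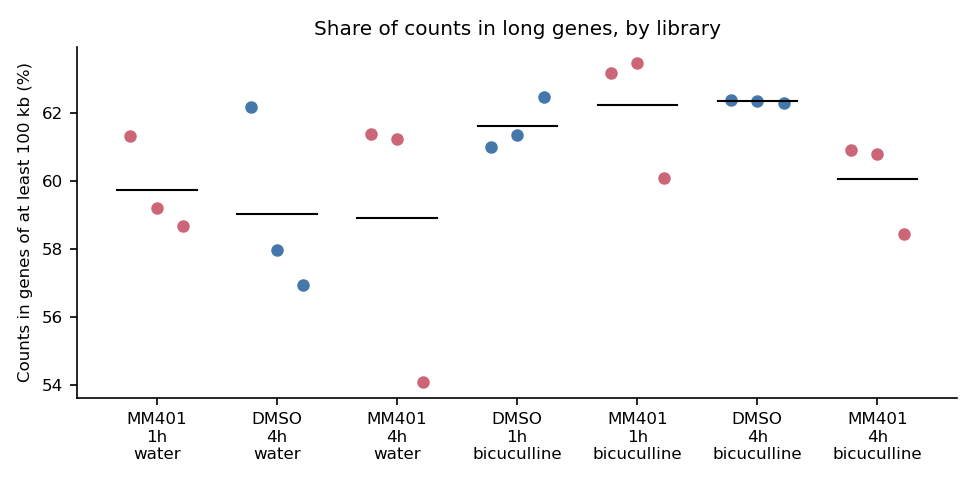
Percent of each library's counts in genes of at least 100 kb (y axis, not starting at 0), by group; points are libraries, blue for DMSO and red for MM401, and lines are group means. Replicate 1 of DMSO with water at 4 h (62.2%) lies above replicates 2 and 3 (58.0% and 56.9%), and the shallow library is the lowest point at 54.1%.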

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

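Chosen only after the result was seen were the tests of gene length and of the shallow library on the 3 list results, and the tests on the shallow library itself except its correlation with gene length and the thinned replicate, and the counts of splits by the median of a list and on the principal components. The other counts over splits of the libraries were fixed before.

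The shallow library (replicate 3 of MM401 with water at 4 h) held reads where the other libraries had almost none. Of its counts, 1.12% (3559 counts, 95% Clopper-Pearson interval 1.09% to 1.16%) lay in 7951 genes that had under 100 counts each over the other 20 libraries together, whose own shares there were 0.0069% to 0.01005%. Low depth as the cause is argued against by the lower end of that interval, 1.09%, which is above the highest other library. These genes hold 8.26% of the summed gene length, so the share is 13.6% of what reads spread evenly over gene length would give. Genomic DNA alone would follow length more closely than the replicates, but the Spearman correlation across tested genes was 0.673 with gene length and 0.766 with replicate 1. Replicate 2 thinned to the same total had 0.947 with replicate 1. Replicate 1 itself had 0.573 with gene length, under the 0.673 of the shallow library, so a share of genomic DNA stays open. Genomic DNA mixed into otherwise like nascent RNA would lower the highest genes alike, but 23 of the 100 highest genes lay under 0.5 times the lower replicate and 0 over 2 times the higher one. In the thinned replicate 2, 0 lay under 0.5 times replicate 1. Among genes picked after their values were seen, Malat1 had 50 counts against 639800 and 506937 in replicates 1 and 2, Xist had 2 counts against 6471 and 5254, and Mutyh had 1016 counts against 99 and 92. Shares of counts per chromosome lay outside the range spanned by the replicates and gene length for 16 of 20 chromosomes. What stays open is a loss of most of the library with amplification of a few molecules, carry-over from another sample, or both, possibly with some genomic DNA. No biological explanation was tested.

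With this library in the fit fewer genes were called, for example 5223 in place of 7557 for bicuculline at 1 h in DMSO, although it is in neither group. Low depth as the cause is argued against by a thinned library: with replicate 2 of the same group reduced to the same total in the fit of 20, 7405 were called, and the biological coefficient of variation was 8.93% against 11.1% with the shallow library. A few genes taking most of the counts is argued against as well, since the 10 highest genes held 3.85% of its counts and 5.26% to 6.85% in the others. Its other composition stays open as the cause.

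The response of the rapid activity-induced list to bicuculline at 4 h was larger under MM401 than under DMSO, with an interaction median of 0.31 (17 of 20 genes higher, camera adjusted p = 5.04e-06, fry 0.071). The shallow library alone is argued against, since without it the median was 0.26 (camera adjusted p = 6.24e-04, fry 0.174). Other splits gave results as strong often: 14 of 60 splits (of 200 possible) had a camera p-value as small, and 10 of 60 a median as far from 0. The genes of this list are short, and the interaction ran along gene length over all tested genes, with medians of 0.25 for genes under 10 kb and -0.20 for genes over 200 kb. After the correction for gene length the median of the list was 0.055 and camera no longer passed. Gene length and a split by chance stay open, and these values are consistent with either of them. A biological difference under MM401 stays open as well, and no test here sets it apart.

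For the H3K4 methylation machinery the interaction at 4 h had a median of -0.094 (13 of 16 genes lower, camera adjusted p = 0.0161, fry 0.00642), so these genes responded less, or fell more, with bicuculline under MM401. Only 1 of 60 splits, the real one, had a camera p-value as small, but 7 of 60 had a median as far from 0, so a split by chance stays open. The shallow library is argued against, since without it the median was -0.10 (camera adjusted p = 0.00759). The trend on gene length is argued against as the whole cause: after its removal the median was -0.13 with 21 libraries, where the camera call was lost (adjusted p = 0.0778), and -0.11 with 20, where it was kept (0.0254). Plain library size gave 0.073 and lost the call (camera adjusted p = 0.244), but it also moved the median of all genes to 0.21, so that relative to all genes the list still lay lower. Camera lost the call in 3 of the 12 fits that each left out 1 library (replicate 1 or 2 of MM401 with water at 4 h, or replicate 3 of DMSO with water at 4 h), with medians from -0.14 to -0.068 over the 12. GC content could not be tested and stays open, as does a batch that the labels do not record. A biological difference under MM401 stays open as well, and no test here sets it apart. No single gene of the list was called.

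At 1 h the rapid list had an interaction above 0, at 0.13 (18 of 20 genes higher, camera adjusted p = 9.7e-04, fry 0.25). The median was -0.066 after the gene length correction, with the camera call lost, and 17 of 60 splits had a camera p-value as small and 32 of 60 a median as far from 0. Without the shallow library the median was 0.13 still, with 16 of 20 genes higher, but the camera call was lost (adjusted p = 0.0777), so that test decides nothing on this library. In bicuculline at 1 h itself the list was at -0.0098 for MM401 against DMSO (9 of 20 higher, camera adjusted p = 0.439). In water at 4 h it was at -0.15. The interaction at 1 h thus came from the water groups, which hold the shallow library and also enter the interaction at 4 h. It is not a separate result on the response to bicuculline. Gene length and a split by chance stay open, and no biological explanation was singled out by a test.

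Other splits of the libraries were counted for each comparison. For 3 libraries against 3 there are 10 splits, so that the share cannot fall under 0.1 and these counts alone exclude nothing. Only 1 of 10 splits, the real one, gave as many calls for bicuculline at 1 h in DMSO, at 4 h in DMSO, at 1 h under MM401, at 4 h under MM401, and for 4 h against 1 h of bicuculline in DMSO and under MM401. In these 6 comparisons the real split gave 3646 to 6411 calls and 5426 to 7771 genes at an unadjusted p-value under 0.05, and each other split gave 0 calls and 107 to 3264 such genes. Over the 20 deep libraries the first principal component put all 12 bicuculline libraries on one side of all 8 water libraries, which is 1 of 125970 splits into 12 and 8, and the next component parted bicuculline at 1 h from 4 h, which is 1 of 462 splits into 6 and 6. A split by chance is argued against by these for bicuculline against water and for 4 h against 1 h of bicuculline. For water at 4 h against 1 h under MM401 1 of 10 splits, the real one, gave as many calls (19 against 0), with 1106 genes at an unadjusted p-value under 0.05 against 162 to 992, and a split by chance cannot be told apart there with so few splits. For MM401 against DMSO in bicuculline at 1 h 1 of 10 gave as many calls, but this rests on 1 gene against 0. There 8 of 10 splits, the real one included, gave as many genes at an unadjusted p-value under 0.05 (292 in the real one, 161 to 1493 in the others). For MM401 against DMSO in water at 4 h, 2 of 10 gave as many genes at an unadjusted p-value under 0.05. The other one set replicates 2 and 3 of DMSO and the shallow library against the rest, and gave 437 calls and 3336 genes at an unadjusted p-value under 0.05, against 0 and 1472 for the real split. In bicuculline at 4 h, 3 of 10 gave as many. There all 3 same-number correlations were over 0.1. Among the 4 splits that part all 3 same-numbered pairs, the real one had 481 genes at an unadjusted p-value under 0.05. The others had 156 to 239. For the interactions 8 of 60 splits at 4 h and 17 of 60 at 1 h gave as many genes at an unadjusted p-value under 0.05, so neither stood apart from splits by chance.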

How the results depend on the processing

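Each result was recomputed under the alternatives fixed in advance and under others, the tests chosen only after results were seen, which are those that leave out the shallow library together with another change or in comparisons that do not hold it, and those that leave out replicate 1 of DMSO with water at 4 h together with another change, and each library in turn from the interaction of the long-gene share. The calls for bicuculline at 1 h and 4 h in DMSO, at 1 h and 4 h under MM401 and for 4 h against 1 h of bicuculline stayed within 1.5 times under DESeq2, its size factors, plain library size, both filters, the block and the length correction. Where a cause is not given below, the cause was not tested.

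Plain library size put the median log2 fold change of all genes at -0.23 and -0.30 for bicuculline at 1 h and 4 h in DMSO, -0.21 at 1 h under MM401, 0.21 for the interaction at 4 h, 0.11 for MM401 against DMSO in bicuculline at 4 h and 0.10 for 4 h against 1 h of bicuculline under MM401. The share of calls that were higher went from 48.9% to 19.97%, from 44.8% to 17.9%, from 44.8% to 15.7% and from 50.8% to 40.2% in the 4 bicuculline comparisons with water, from 46.1% to 38.2% for 4 h against 1 h in DMSO and from 45.4% to 63.9% under MM401. It reversed Kmt2a (-0.0012, -0.17, -0.051 and -0.053 in the 4 bicuculline comparisons with water, 0.024 for MM401 against DMSO in bicuculline at 4 h) and 3 list medians (synaptic scaling for MM401 in bicuculline at 4 h, 0.018; H3K4 in the interaction at 4 h, 0.073; H3K4 for 4 h against 1 h in DMSO, -0.015). The median of all genes moved in the same direction in each of these comparisons. It called 2 genes for MM401 in water at 4 h and 0 in bicuculline at 1 h.

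A filter on a mean of 1 CPM called 35 genes for water at 4 h against 1 h, with fewer genes tested. With the replicate number as a block, 34 were called there, and it changed no other count by over 1.5 times. Only MM401 against DMSO in bicuculline at 4 h had all 3 same-number correlations over 0.1. There 0 genes were called with and without the block. For bicuculline at 4 h in DMSO all 3 were above 0 (lowest 0.068), as for bicuculline at 1 h under MM401 (0.021). The same held for 4 h against 1 h of bicuculline in DMSO (0.085) and under MM401 (0.065). A weaker pairing thus stays open in these comparisons. Among named genes and lists the block alone changed 1 call each. The block with the gene length correction gave 1, 0 and 31 calls for MM401 in water at 4 h, in bicuculline at 1 h and for water at 4 h against 1 h, 12 list tests past camera, Kmt2a at -0.049 and -0.010 with bicuculline at 4 h in DMSO and MM401, and the rapid list at 0.056 for MM401 in water and -0.068 in the interaction at 1 h. The gene length correction alone gave 2 calls for MM401 in water at 4 h, 12 list tests, Kmt2a at -0.051 and -0.025, and the rapid list at 0.054 and -0.066. The part of these results that went with the length trend is the cause by construction.

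Thinning all libraries to 316741 counts left 242, 428, 204 and 977 calls in the 4 bicuculline comparisons with water, 0 for MM401 in bicuculline at 1 h, 0 for water at 4 h against 1 h, and 206 and 182 for 4 h against 1 h of bicuculline in DMSO and MM401, since fewer counts remain. DESeq2 called 511 genes for MM401 in water at 4 h (96.1% higher), 0 in bicuculline at 1 h, 32 and 41 in the interactions at 4 h and 1 h (0 higher), and 573 for water at 4 h against 1 h (86.9% higher), and put Egr1 at 0.055 with bicuculline at 4 h under MM401. In the simulated counts 7.43% of its calls were false, against 2.5% with edgeR. Those were counted for bicuculline against water at 4 h in DMSO, with no library of other composition. They do not bear on the 511, 32, 41 and 573 calls, whose comparisons hold the shallow library. Fits on the groups compared alone called 6987 genes for bicuculline at 1 h and 826 at 4 h under MM401, with Egr1 at 0.022 there, and 0 for water at 4 h against 1 h. The shallow library is absent from the first of these fits and is 1 of 6 in the others. With water at 1 h as the MM401 reference the interaction at 1 h called 27.

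With the shallow library left out, 4 h against 1 h of bicuculline called 5805 genes in DMSO and 5691 under MM401. Adding the block gave 8035 and 7291 for bicuculline at 1 h in DMSO and MM401, 19 for MM401 in water at 4 h, 4 in bicuculline at 1 h, 172 for water at 4 h against 1 h, 6229 and 6129 for 4 h against 1 h, and Kmt2a at -0.078 for bicuculline at 4 h under MM401 and 0.088 for MM401 in water. Adding the length correction instead gave 14, 235, 6198 and 5820 for MM401 in water, water at 4 h against 1 h and 4 h against 1 h in DMSO and MM401, Kmt2a at -0.047 and -0.15 with bicuculline at 4 h in DMSO and MM401 and 0.071 for MM401 in water, and the rapid list at 0.063 for MM401 in water and -0.071 in the interaction at 1 h. Thinning the 20 to the smallest of their totals gave 16, 142 and 5537 for MM401 in water, water at 4 h against 1 h and 4 h against 1 h under MM401, and Kmt2a at -0.12 for bicuculline at 4 h under MM401 and 0.12 for MM401 in water.

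Without replicate 1 of DMSO with water at 4 h too, bicuculline at 1 h in DMSO called 7892 genes, MM401 in water 1272, and the interactions 1551 (25.8% higher) and 97, with Kmt2a at 0.17 for MM401 in water. With the length correction added these were 813, 336 and 92, with Kmt2a at 0.11 for MM401 in water and -0.0065 for bicuculline at 4 h in DMSO. With the length correction and replicate 1 alone left out, 87 were called for MM401 in water and 1 in the interaction at 4 h, with Kmt2a at -0.013 for bicuculline at 4 h in DMSO.

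Across the fits that each left out 1 library, the interaction at 4 h called 0 to 16 genes (16 without replicate 1 of DMSO with water at 4 h), MM401 in water 0 to 83 (83 without that library), MM401 in bicuculline at 1 h 0 in each of the 6, and water at 4 h against 1 h 0 to 147 (147 without the shallow library). The correlation of the responses at 4 h ran from 0.599 to 0.846 and the slope from 1.04 to 1.94. List tests past camera numbered 17 to 23. The H3K4 list for 4 h against 1 h in DMSO ran from -0.0009 to 0.064, Kmt2a from -0.22 to 0.11 for MM401 in water and from -0.10 to 0.21 for bicuculline at 4 h under MM401, and Egr1 there from -0.30 to 0.042. The share of counts in genes of at least 100 kb ran from -1.26 to 2.37 percentage points for bicuculline at 4 h under MM401, from -1.35 to 2.29 for MM401 in water and from -2.06 to 1.57 for water at 4 h against 1 h. For MM401 in water that share difference was 0.004 with a limit of 50 kb and 0.025 with 200 kb. The correlation of the responses was 0.915 over genes called in DMSO and 0.666 over all tested genes, with slopes of 0.925 and 1.38.

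Of 1261 values of named genes under the other settings 71 changed (29 weaker, 20 stronger, 22 reversed), and of 522 in the fits that left out 1 library 31 did (24 weaker, 3 stronger, 4 reversed). Of 223 values of gene lists 47 changed (33 weaker, 5 stronger, 9 reversed), and of 180 in the fits that left out 1 library 24 did (22 weaker, 1 stronger, 1 reversed). The gene length correction and fry were the settings that changed most list calls.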

Other observations

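All patterns of this part were noticed in the data. The tests of the shallow library, of Ddx3y, of Ahrr over splits, of other aryl hydrocarbon receptor targets and of replicate 1 of DMSO with water at 4 h were chosen after the results were seen, as was the counting of both directions in the tests by splits and by random lists for the ribosomal protein genes.

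Ribosomal protein genes (73 tested, picked by symbol) were lower under MM401 in water at 4 h, with a median log2 fold change of -0.21 (68 of 73 lower), and in bicuculline at 1 h, with -0.22 (70 lower). In bicuculline at 4 h the median was -0.0022 with 37 lower and 36 higher. Over the mean of the 3 comparisons the median was -0.17 (65 lower), with no single gene called and 573 of all genes at an unadjusted p-value under 0.05. Scaling is argued against: the median was -0.16 with DESeq2 size factors and -0.15 with plain library size. The shallow library is argued against, since without it the median was -0.16 and 10 of these genes were called, all lower. Expression level and length of the genes are argued against, since with 20 libraries 0 of 10000 random lists matched on both had a median as far from 0 (median of those lists -0.032). Of 60 splits (of 4000 possible), 2 had a median as far from 0 in either direction, the real one included, and 1, the real one, a camera p-value as small. These counts decide nothing, because the set was noticed under the real split, so a split by chance stays open. The other split, at 0.17, set the shallow library with replicates 2 and 3 of DMSO with water at 4 h, as did the next, at 0.15. The trend on gene length is argued against as the whole cause, since after its removal the median was -0.12 without the shallow library, and camera and fry still passed 0.05 before adjustment. It does account for part, because in water at 4 h the median then was -0.016, in bicuculline at 1 h -0.21 and in bicuculline at 4 h -0.11. With all 21 libraries the corrected median was -0.11 and fry no longer passed 0.05. WDR5, the partner that MM401 competes for, has been reported at ribosomal protein genes, and a loss of WDR5 there is 1 of the explanations left open. It would lower these genes in each of the 3 comparisons, and the value in bicuculline at 4 h, -0.0022, decides nothing because it lies over members that go both ways and moves with the length correction. GC content was not tested and reads of processed pseudogenes were not separated, so both stay open.

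Ahrr was the 1 gene called between MM401 and DMSO, and it was also higher under MM401 in water at 4 h (0.85 ± 0.18, edgeR adjusted p = 0.262, and 0.0349 without the shallow library) and in bicuculline at 4 h (0.48 ± 0.16, edgeR adjusted p at least 0.639 with 21 or 20 libraries). Cyp1b1, picked after its values were seen, was 0.47 ± 0.21, 0.94 ± 0.19 and 0.83 ± 0.19 higher in water at 4 h, bicuculline at 1 h and bicuculline at 4 h. In the mean of the 3 comparisons these 2 genes were called with 21 libraries (0.80 and 0.75, edgeR adjusted p = 9.7e-04 and 0.0173), and 22 genes with 20 libraries (7 higher, 15 lower). Both genes are targets of the aryl hydrocarbon receptor, so activation of that receptor by the compound may be an explanation. Of 7 further targets listed for a test 2 were expressed enough to be tested, Tiparp and Nqo1, and their median of 0.12 with 21 libraries, where neither camera nor fry passed 0.05, and of 0.15 with 20, where both did before adjustment, cannot decide with so few genes. Of 60 splits, 4 gave as many calls in the mean of the 3 comparisons (226 to 1798 in the other 3), so the number of calls does not stand apart from splits by chance. For Ahrr itself, which was named from bicuculline at 1 h, a split by chance is argued against by the other treatments: within water and bicuculline at 4 h, 1 of 200 splits of the 11 deep libraries, the real one, gave as large a difference. For Cyp1b1, picked for its values, a split by chance stays open.

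Leaving out replicate 1 of DMSO with water at 4 h raised the calls for MM401 against DMSO in water from 0 to 83, and leaving out the shallow library too raised them to 1272. Replicate 1 had 62.2% of its counts in genes of at least 100 kb, against 58.0% and 56.9% in replicates 2 and 3, and the chi-square per degree of freedom against them was 46.3 and 79.3, while replicates 2 and 3 gave 19.1. A swap with an MM401 library is argued against by Ahrr, at 1.49 CPM there. The other 8 DMSO libraries had 1.36 to 2.18 CPM and the 11 deep MM401 libraries 2.46 to 4.66. Ahrr cannot tell DMSO libraries apart, so a swap with another DMSO library stays open. Gene length is argued against as the whole cause, since with both libraries left out 813 genes were called after its trend was removed. With 2 libraries left per group, it is not settled here whether those calls come from the drug or from the 4 libraries kept.

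Ddx3y, a gene of the Y chromosome, rose with bicuculline by 1.42 ± 0.091 and 1.07 ± 0.091 in DMSO at 1 h and 4 h and by 1.56 ± 0.092 and 1.16 ± 0.10 under MM401. More male cells in the bicuculline libraries is argued against: Ddx3y rose by more than 2 SE over each of 3 other genes of the Y chromosome in each of 4 comparisons, so in 12 of 12 differences (smallest 0.34). Of these 3, with 21 libraries Eif2s3y and Kdm5d were not called in any of the 4, and Uty rose by 0.36 to 0.73 and was called in each. Xist, which more male cells would lower, was higher in all 4 and called in 1. Reads shared with its X homologue Ddx3x are argued against, since the smallest difference between their log2 fold changes was 0.60 ± 0.19. A response of the gene to activity is a hypothesis that these tests leave. The use of strand in counting is not known, so reads of overlapping transcripts stay open.

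Adora2a, Scn4b and Ankrd63, the largest decreases at 4 h in DMSO, are known from striatal neurons, so fewer such neurons in the bicuculline libraries was considered. Of 20 striatal markers tested, 11 were higher with bicuculline at 4 h in DMSO by the edgeR test without the shallow library and 5 lower. Penk and Adora2a, markers of the same kind of striatal neuron, moved apart by 4.61 ± 0.24. The medians were 0.017 for markers of the indirect pathway (5 tested), 0.70 for the direct pathway (5) and 0.29 for shared markers (10). Fewer striatal neurons as the whole cause is argued against by the 11 markers that rose. As a part of the cause it stays open, because a marker can rise by regulation while such neurons are lost. Regulation gene by gene stays open as a hypothesis.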
